A study of Oryza sativa with 8 samples. Its data were reported in "Reorganization of the 3D chromatin architecture of rice genomes during heat stress" (2021).

How the data were processed

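Chromatin accessibility was profiled by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open chromatin, in the aerial parts of 3-week-old rice seedlings. The 2 cultivars were Nipponbare (Nip, a japonica rice) and 93-11 (an indica rice). Seedlings were either kept under normal conditions (Normal) or held at 45 °C for 36 h (heat stress, HS). According to the study's methods, the heat was given at high relative humidity and at a lower light intensity than that stated for growth. The light and humidity of the Normal seedlings during those hours were not stated. HS therefore means the whole treatment here, and heat cannot be told apart from light and humidity. Each of the 4 groups had 2 libraries, and the groups and replicate numbers were taken from the sample titles.

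According to the study's methods, the authors trimmed paired-end reads with Cutadapt, mapped them with Bowtie2, removed reads of low mapping quality, improper pairs and organelle reads with SAMtools, removed PCR duplicates with Picard, and called narrow peaks with MACS2 at an adjusted p-value of 0.05. Whether reads were shifted for the Tn5 insertion offset before peak calling, and which control or background model was used, was not stated. The deposited lists hold 1 set of peaks per library, with replicates not pooled, and give the sequence, start, end, name and 1 value per peak. The value column has no header, and its unit was inferred from the values. Between 28.7% and 38.3% of the values in each list lay on the upper tail of a Poisson distribution at whole pileups for a single background rate. That rate was fitted to the 12 most frequent values, so the other values were also examined alone, after the unit had been set. Of these, 5.07% to 19.1% lay on the tail at the fitted rate, against at most 1.61% at any of 72 wrong rates within 20% of it. The value deposited by the authors was therefore read as a −log10 p, not adjusted for multiple testing. For values on the tail it was read as a p against the background of the library. Most values in each list lay off the tail, and the background they were scored against was not recovered. The lowest −log10 p in a list ranged from 2.67 to 3.10. That lowest p-value and the covered length, taken with the adjusted p-value of 0.05, corresponded to a tested length of 404 to 433 Mb in the 8 lists. A −log10 p rises with depth, so it was used to describe and rank peaks within a list, and a threshold of the same −log10 p in every list was used only as an alternative.

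The lists carry no read counts, so sequencing depth is unknown. In its place, the background rate was recovered from each list as the Poisson rate whose tails at whole pileups best matched the 12 most frequent values. It is the number of overlapping fragments expected by chance at a base, and it is proportional to depth times fragment length. The fold of a peak over the background was the pileup implied by its value divided by this rate, which understates peaks called against a higher local background. The lowest fold in a list ranged from 2.17 to 2.67.

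The genome builds were not stated. The Nip lists name 12 chromosomes and further contigs, the 93-11 lists name 12 chromosomes and further sequences of other names, and the 2 cultivars do not share coordinates. Positions are therefore given on the sequence of each cultivar as the lists name it, counted from 1, and only the numbers and lengths of peaks were compared between cultivars. A gene annotation of the builds was not used here. The planned promoter shares, the planned share of heat shock genes with a promoter peak, and the position of the gene the study singled out were not analysed here for that reason.

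Comparisons used peaks on the 12 chromosomes. Peak number, summed peak length and median peak width were compared between HS and Normal within each cultivar with an exact two-sided permutation test of the group means over all 6 assignments of the libraries. With 2 libraries per group this test cannot give a p-value below 0.333, so differences were read against the SD between replicates. The difference between cultivars in the log2 ratio of HS to Normal was tested by permuting the condition within each cultivar, with 36 assignments and a smallest possible p-value of 0.0556. Peak sets were compared by the Jaccard index, the base pairs covered by both lists divided by those covered by either, with a background from 100 random circular shifts of 1 list along each chromosome. Peaks of the 4 libraries of a cultivar that overlapped by at least 1 bp or touched were merged into regions. A Normal-only region had a peak in both Normal libraries and in neither HS library, and an HS-only region the opposite. The background for these numbers was the number of regions specific to 1 side of the other 2 ways to split the same 4 libraries. Named regions were chosen by a rule set before the data were examined. In each cultivar they are the 3 Normal-only and the 3 HS-only regions ranked highest by the lower of the percentile ranks that their value held in the 2 lists. The study tested differential peaks on read counts, which the lists do not hold, so the region classes are a presence or absence comparison and depend on the calling threshold of each list.

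The alternatives set beforehand were peaks on every sequence, merging of peaks within 200 bp, the 10000 strongest peaks of each list, 50% reciprocal overlap of single peaks, leaving out each library, and pairing of same-numbered libraries. A stricter q-value of the plan had no column to act on. Peaks with a −log10 p of at least 5 and peaks of at least 3, 4 or 6 times the background were added after the lists had been seen. To ask what depth alone would do, the pileup at each summit of the deeper lists was thinned binomially to the background rate of the shallower ones, 100 times for each pair of lists.

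The code was tested on simulated data. For the comparison of HS with Normal, 300 of 300 planted Normal-only and 500 of 500 planted HS-only regions were found. The thinning was tested on simulated fragments with the background rate, calling limit and share of strong peaks of 1 real list per cultivar. In 1255 simulated peaks for 93-11, thinning of summits left 17.9% more peaks than calling peaks again in thinned fragments. Thinning of summits ignores the minimum peak length, which may contribute, but this cause was not tested alone. In 3567 simulated peaks for Nip the excess was 6.66%. For peaks of at least 4 times the background the same comparison differed by -7.66% and -2.34%. The settings of these simulations were changed once after a first run, so that the share of strong peaks matched the real lists, and the excess was larger in the first run for both cultivars. The simulated background was uniform and every simulated peak was called against a single rate, whereas most values in each list lay off the tail of a single rate. This and the assumed shape of the peaks limit what the simulations can exclude. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.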

Results

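ATAC-seq peak lists of 8 libraries were examined, 2 each from Nip and 93-11 seedlings under Normal and HS conditions. The lists held 23104 to 37022 peaks, of which 0.75% to 1.82% lay on sequences outside the 12 chromosomes. Depth is not recorded in the lists. The background rate recovered from the peak values, which follows depth times fragment length, was 5.26 ± 0.0649 (SD, n = 2) in Nip Normal and 6.82 ± 0.0399 (SD, n = 2) in Nip HS. It was 6.39 ± 0.397 (SD, n = 2) in 93-11 Normal and 4.53 ± 0.180 (SD, n = 2) in 93-11 HS. The background was therefore 29.7% higher under HS in Nip and changed by -29.1% in 93-11, and in neither cultivar did the libraries of the 2 conditions overlap. Background and condition were thus confounded in every comparison of HS with Normal. The labels name no sequencing batch.

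To compare the number of accessible sites between HS and Normal, peak numbers on the 12 chromosomes were compared within each cultivar. In Nip, the number was 30471 ± 1313 (SD, n = 2) under Normal and 36511 ± 328 (SD, n = 2) under HS, an increase of 19.8%. In 93-11, it was 31108 ± 673 (SD, n = 2) under Normal and 23812 ± 1595 (SD, n = 2) under HS, a change of -23.5%. Both differences were larger than the spread between replicates, and in both cultivars every HS library lay on the same side of both Normal libraries. The exact two-sided permutation test gave p = 0.333 for each, the smallest value it can give. On the log2 scale the ratio of HS to Normal was 0.26 in Nip and -0.39 in 93-11. The alternative that moved the 93-11 ratio most was the restriction to peaks of at least 4 times the background of their library, under which the conditions no longer differed (-0.0048). The Nip ratio was 0.28 at that threshold and moved most at 6 times the background, to 0.35. At 4 times the background the 93-11 libraries held 11519 ± 602 (SD, n = 2) peaks under Normal and 11481 ± 475 (SD, n = 2) under HS, and the Nip libraries 20311 ± 453 (SD, n = 2) and 24610 ± 191 (SD, n = 2).

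The change in peak number differed between the cultivars in direction, and the background rate moved in the same directions. A difference in the response to HS was therefore not separated from depth by this comparison. The log2 ratio of 93-11 minus that of Nip was -0.65, and 2 of the 36 assignments of the condition labels within cultivars gave a difference as large (exact permutation test, two-sided, p = 0.0556, the smallest possible). At 4 times the background the difference was -0.28, and 6 of the 36 assignments reached it (exact permutation p = 0.167). Under Normal conditions the cultivars had similar numbers of peaks. The 93-11 mean exceeded the Nip mean by 2.09%, less than the spread between replicates (exact two-sided permutation p = 0.667). This similarity did not hold at other thresholds, since at 6 times the background the log2 ratio of 93-11 to Nip was -1.48. The background rate under Normal was 21.5% higher in 93-11 than in Nip, so background and cultivar were confounded too. Covered length differed by -20.0% and median width by -23.7%. The libraries of the 2 cultivars did not overlap in these 3 measures.

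The length covered by peaks moved in the same directions. Peaks covered 12.6 ± 0.365 Mb (SD, n = 2) in Nip Normal and 17.2 ± 0.0946 Mb (SD, n = 2) in Nip HS, and 10.1 ± 0.0679 Mb (SD, n = 2) in 93-11 Normal and 6.73 ± 0.343 Mb (SD, n = 2) in 93-11 HS. Peaks also became wider in Nip, with a median of 351 ± 6.36 bp (SD, n = 2) under Normal and 404 ± 2.12 bp (SD, n = 2) under HS, and narrower in 93-11, with 268 ± 6.36 bp (SD, n = 2) and 236 ± 4.24 bp (SD, n = 2). Mean widths were 414 and 472 bp in Nip, and 324 and 283 bp in 93-11. The libraries of the 2 conditions did not overlap in either measure, and each exact two-sided permutation test gave the smallest possible p of 0.333. Among the 10000 strongest peaks of each list, which removes the difference in peak number, the change in median width was 88 bp in Nip and -98 bp in 93-11. This cut keeps a smaller share of the longer lists, and stronger peaks tended to be wider. It therefore cannot exclude list length or depth as a cause of the change in width.

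**Figure D1:**
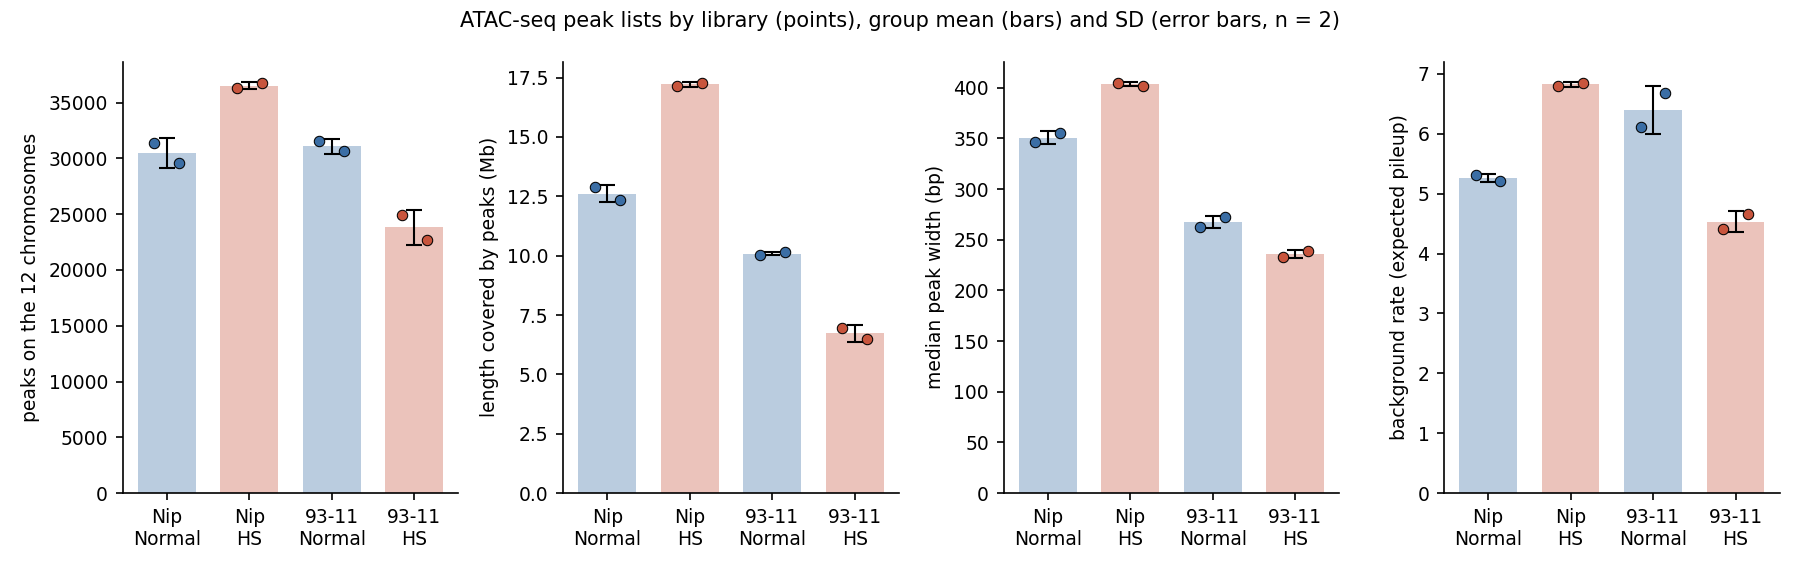
Number of peaks on the 12 chromosomes, length covered by peaks (Mb), median peak width (bp) and background rate (fragments expected by chance per base) for the 4 groups. Points are libraries, bars are group means and error bars are SD (n = 2); all 4 measures are higher under HS in Nip and lower under HS in 93-11.

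The change in peak number was seen along the whole genome. In Nip the mean number was higher under HS on 12 of 12 chromosomes, by 14.4% on chromosome 8 to 24.9% on chromosome 3. In 93-11 it was lower on 12 of 12, from -26.9% on chromosome 3 to -18.5% on chromosome 10. On every chromosome of both cultivars the 2 HS libraries lay on the same side of both Normal libraries.

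**Figure D2:**
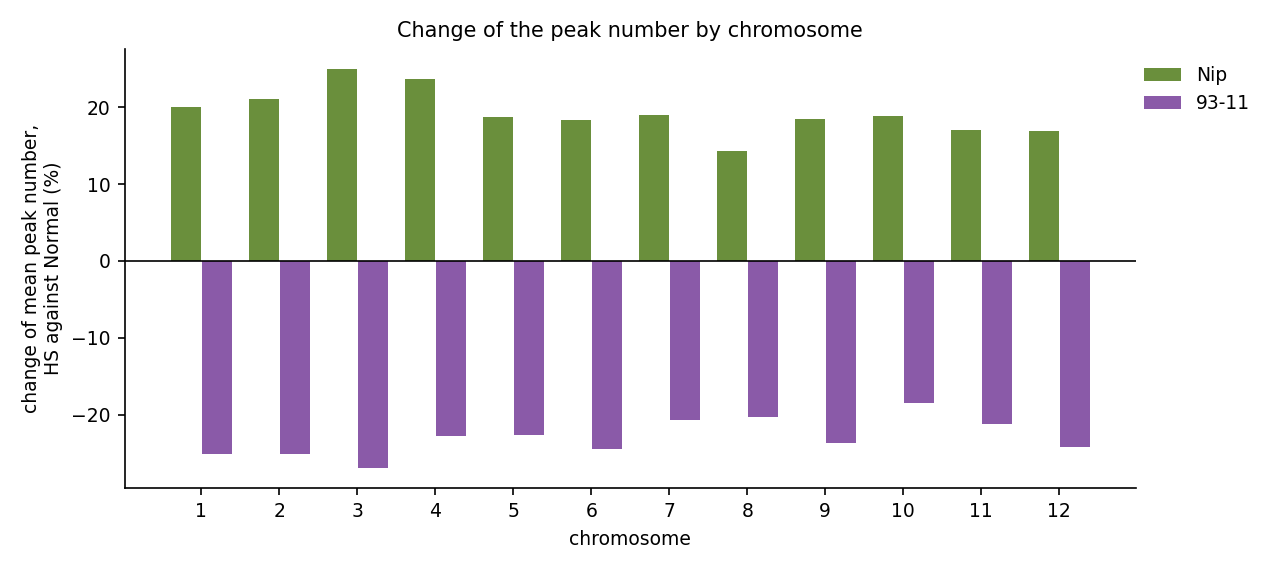
Change of the mean peak number from Normal to HS (%) on each of the 12 chromosomes in Nip and 93-11. Bars are above 0 on every Nip chromosome and below 0 on every 93-11 chromosome.

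Whether peak sets differed more between conditions than between replicates was examined with the Jaccard index. In Nip the index was 0.556 between the Normal replicates, 0.635 between the HS replicates and 0.482 to 0.490 between a Normal and an HS library. In 93-11 the index was 0.407, 0.344 and 0.274 to 0.284, respectively. Every replicate pair thus overlapped more than any pair across conditions in the same cultivar. The index cannot exceed the shorter covered length divided by the longer. From Normal to HS the covered length changed by 36.5% in Nip and -33.3% in 93-11. Part of the lower index between conditions can therefore come from unequal length, which was confounded with the background. The mean index within conditions exceeded that between conditions by 0.110 in Nip and 0.0962 in 93-11. Under the other 2 splits of the 4 libraries this difference lay between -0.0553 and -0.0546 in Nip and between -0.0490 and -0.0472 in 93-11. The differences of the 3 splits cancel out by construction, so these negative values are not an independent background. With 3 possible splits no p-value under 0.333 can be had. Random circular shifts gave an index of at most 0.0268 in Nip and 0.0146 in 93-11. The mean index between conditions was 0.816 of that within conditions in Nip and 0.744 in 93-11, and the difference between the cultivars was not tested. At 6 times the background, the alternative that moved the difference within each cultivar most, it was 0.171 in Nip and 0.161 in 93-11. Among the 10000 strongest peaks of each list, where covered length differed less between conditions, it was 0.165 in Nip and 0.140 in 93-11.

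**Figure D3:**
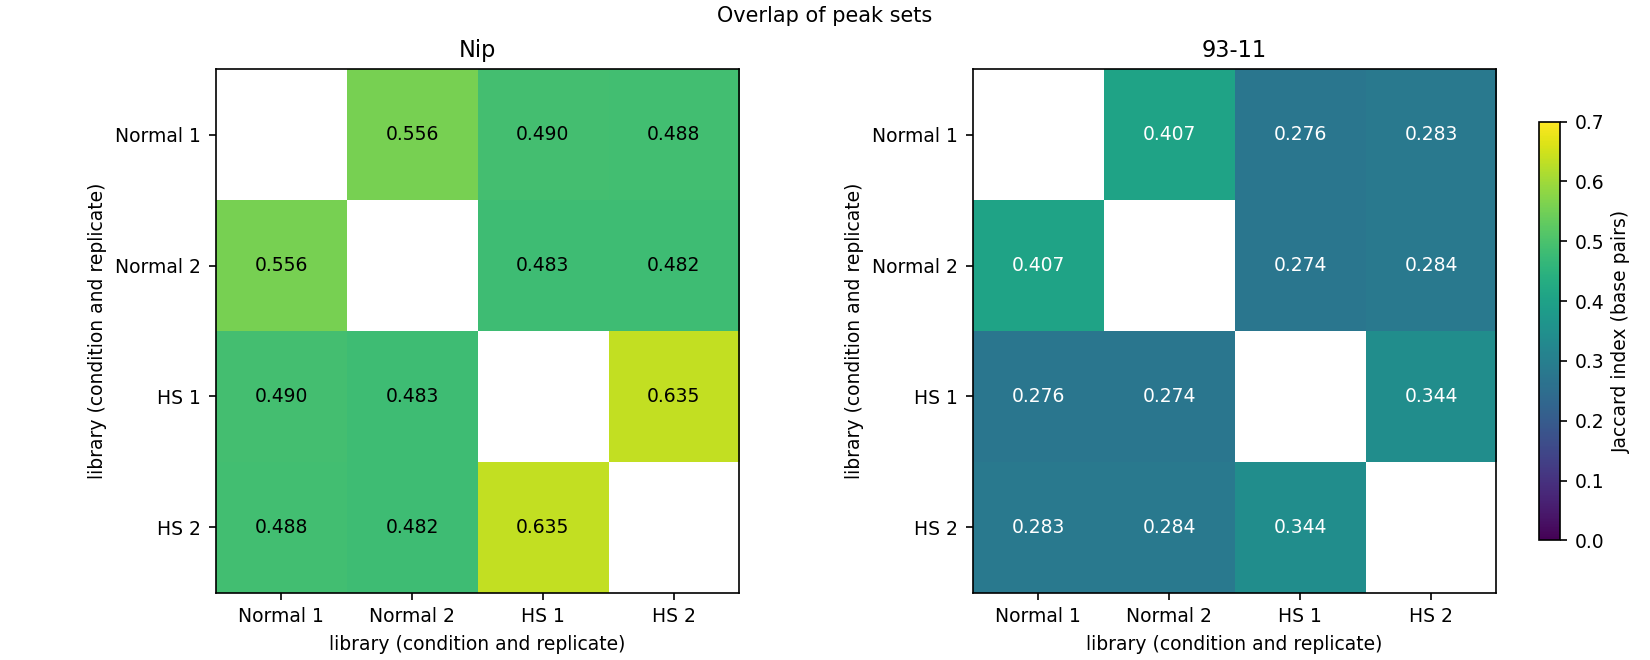
Jaccard index of base pairs covered by peaks for each pair of libraries in Nip and 93-11, with condition and replicate on both axes. Replicate pairs (0.556 and 0.635 in Nip, 0.407 and 0.344 in 93-11) exceed every pair across conditions.

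Merging the peaks of the 4 libraries gave 49606 regions in Nip and 55565 in 93-11. A peak was present in all 4 libraries in 41.6% of the Nip regions and 17.1% of the 93-11 regions, and in a single library in 30.0% and 50.8%, respectively. In Nip, 1034 regions were Normal-only and 4997 were HS-only, against 484 to 646 regions specific to a side of the other 2 splits. In 93-11, 5756 regions were Normal-only and 1760 were HS-only, against 971 to 1214. HS-only regions were thus 4.83 times as many as Normal-only regions in Nip, and Normal-only regions 3.27 times as many as HS-only regions in 93-11. The smaller class exceeded the highest number from the other splits by a factor of 1.60 in Nip and 1.45 in 93-11. Normal-only and HS-only regions together made up 12.2 of 100 regions in Nip and 13.5 of 100 in 93-11. The numbers depended on the threshold. Among the 10000 strongest peaks of each list the classes were nearly equal in Nip, with 1191 Normal-only and 1294 HS-only regions, and closer in 93-11, with 1508 and 1148. Lists of equal length tend to balance the classes by construction. At 3, 4 and 6 times the background HS-only regions were 3.75, 3.90 and 4.08 times as many as Normal-only regions in Nip. In 93-11 Normal-only regions were 1.73, 1.44 and 1.55 times as many as HS-only regions.

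**Figure D4:**
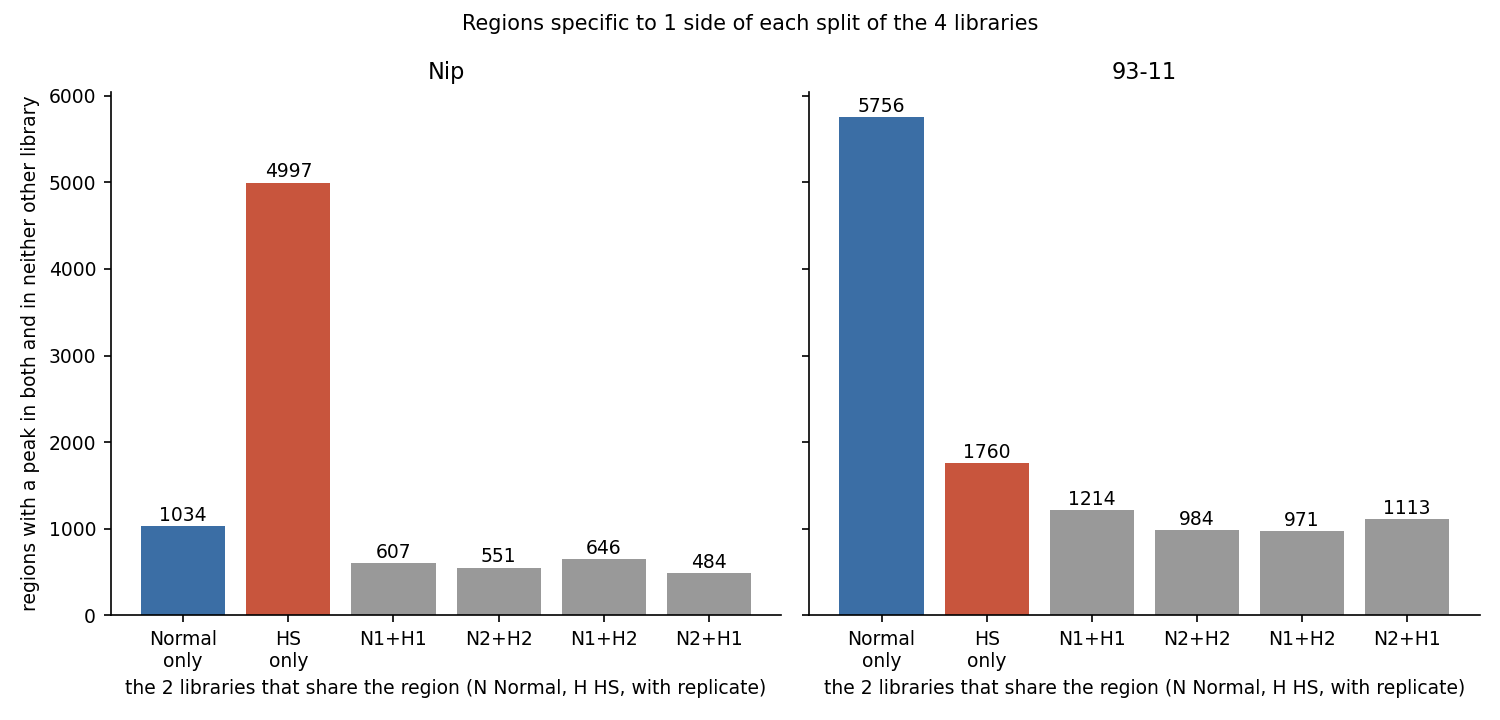
Number of regions with a peak in 2 libraries of a cultivar and in neither of the other 2, for the split by condition (Normal-only and HS-only) and for the other splits (grey, N for Normal and H for HS with the replicate number). HS-only regions (4997) stand out in Nip and Normal-only regions (5756) in 93-11.

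Condition-only regions held weaker peaks than regions shared by all 4 libraries. The median peak of the HS-only regions in Nip lay at percentiles 29.7 and 30.8 of the lists of HS replicates 1 and 2, with widths of 309 and 308 bp, whereas peaks in shared regions lay at percentiles 69.7 and 70.1 with widths of 511 and 512 bp. Nip Normal-only peaks lay at percentiles 27.8 and 26.4. In 93-11, Normal-only peaks lay at percentiles 52.4 and 50.5 and HS-only peaks at 42.7 and 36.4, against 75.9 to 81.6 for peaks in shared regions.

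The regions ranked highest by the preset rule are given on the sequences named in the lists of each cultivar, whose builds were not stated, and gene annotation was not used here. In Nip the Normal-only regions were on chromosome 2 from 812253 to 812476 (−log10 p of 56.2 and 59.0 in replicates 1 and 2), chromosome 7 from 12477264 to 12477717 (48.1 and 48.6) and chromosome 8 from 11818426 to 11818920 (44.1 and 45.1). The Nip HS-only regions were on chromosome 10 from 13300529 to 13301063 (65.3 and 102.9), chromosome 1 from 1364820 to 1365570 (59.3 and 62.9) and chromosome 8 from 22720105 to 22720828 (57.2 and 52.1). In 93-11 the Normal-only regions were on chromosome 2 from 11615938 to 11616255 (33.5 and 32.0), chromosome 4 from 11999702 to 11999856 (29.6 and 32.5) and chromosome 1 from 20420701 to 20421449 (25.1 and 27.3). The 93-11 HS-only regions were on chromosome 7 from 23419392 to 23419829 (29.4 and 26.4), chromosome 5 from 2026775 to 2027280 (24.0 and 28.0) and chromosome 4 from 22529320 to 22529812 (21.2 and 24.7). The nearest peak of the other condition lay 405 bp away for the second of these HS-only regions and at least 1199 bp away for the other 11. All 12 were ranked at or above percentile 88.9 of both lists of their condition.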

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

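The tests at 3, 4 and 6 times the background were chosen after the lists had been seen, the thinning tests at 4 times the background after the first thinning results and simulations, and the test of a general shift after the median folds, while the criterion of each test was set before its own number was computed. For 1 pair of tests the reading was changed afterwards, as stated with them.

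Peak number, covered length and median peak width moved in opposite directions in the 2 cultivars. The log2 ratio of HS to Normal in 93-11 minus that in Nip was -0.65 for peak number, -1.03 for covered length and -0.38 for median width. Each was reached by 2 of 36 assignments of the condition labels (exact permutation p = 0.0556, the smallest possible). Every HS library lay above both Normal libraries in Nip and below both in 93-11. The background rate moved in the same directions, so depth is the first technical candidate. The rate is proportional to depth times fragment length, and the lists do not record fragment length. A difference in fragment length was therefore not told apart from depth here.

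For Nip, the tables argue against depth as the whole cause. After thinning to the background of the Normal libraries, the HS lists still held 35296 peaks, 15.8% above the Normal mean. That excess was larger than the 6.66% by which the simulation overstated the survivors. The first simulation run overstated them by more, and its value is not given here, so whether 15.8% also exceeds it is open. At 4 times the background, where thinning was nearly unbiased in the simulation, the thinned HS lists held 24728 peaks (24268 to 25187 across pairs of lists) against 20311 ± 453 (SD, n = 2) under Normal. HS-only regions were 3.90 times as many as Normal-only regions at that threshold. A general rise of signal over background in the HS libraries was examined as a further explanation. The median fold at regions shared by all 4 libraries was 6.24 under Normal and 7.15 under HS. Lowering every HS fold by this shift brought the number of peaks at 4 times the background to 21205, which removed 79.2% of the difference but left it above the Normal mean by more than the SD between replicates. A general shift may therefore account for most of the Nip increase, though not for the whole of it in this test. Such a shift can come from the quality of the nuclei or from the seedlings' response to the HS treatment, and these were not told apart. In 93-11 the median fold at shared regions showed no such rise, with 5.31 under Normal and 5.18 under HS. Adjusting every 93-11 HS fold by that shift moved the HS number at 4 times the background from 11481 to 12015. The Normal number was 11519 ± 602 (SD, n = 2).

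For 93-11, depth cannot be told apart from condition. Thinning the Normal lists to the HS background left 27109 peaks, 13.8% above the HS mean and beyond its SD, but the simulation overstated the survivors by 17.9%. At 4 times the background the Normal and HS libraries held equal numbers of peaks. Thinning put the number from depth alone at 12288 (11793 to 12786 across pairs of lists). This lay above the HS mean of 11481 by more than the SD of 475. By the criterion set beforehand, more than 1 SD, both thinning tests argued against depth as the whole cause. Each of the 4 thinned pairs also lay above the HS library it was thinned to, in both tests. The stricter reading used here, that the thinned numbers at 4 times the background must lie clear of both HS libraries, was chosen after these numbers had been seen. The lowest pair (11793) lay above its own target (11145) but below the other HS library (11817), and the closest pair exceeded its target only by 11883 to 11817. The simulated bias of thinning was 17.9% for all peaks, which works towards the excess and was larger than it, and -7.66% at 4 times the background, which works against the excess. Allowing for the latter would raise the thinned numbers further above the HS libraries. The simulation rests on an assumed peak shape and a single uniform background, and it excludes nothing. The test at 4 times the background was therefore left open only for the small margin of the closest pair with 2 libraries per group. Its values lean against depth as the whole cause. In the simulation, with its single uniform background, depth alone changed the peak number by -20.5%, against the observed -23.5%. Most real values were scored against another background, so the size of this change need not carry over. Depth alone raised the simulated number at 4 times the background by 18.5%, where the libraries showed no rise. At 3 and 6 times the background the log2 ratio of peak number was -0.034 and -0.19. The effect of depth alone on the number at 3 and 6 times was not tested. Normal-only regions were 1.44 times as many as HS-only regions at 4 times the background, down from 3.27. Lower depth may thus account for much of the fall in 93-11, and a part due to the HS treatment stays open. For peak number, the difference in direction between the cultivars therefore rests on 2 changes of unequal standing. The Nip increase outlasted the depth tests at 4 times the background, and the 93-11 decrease was not separated from depth. Thinning was not run on covered length and median width. In 93-11 these still fell at 3, 4 and 6 times the background, with log2 ratios of covered length of -0.37, -0.35 and -0.48 and changes of median width of -72.5, -93.5 and -96 bp, and what depth alone would do to them was not tested.

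An exchange of labels between Normal and HS was weighed for both cultivars. The lowest Jaccard index between replicates exceeded the highest between conditions by at least 0.0605 in either cultivar, which argues against a single library placed in the wrong group. An exchange of both libraries of a cultivar with each other's condition would leave this measure as it is and was not tested.

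Peaks outside the 12 chromosomes were not used in the comparisons, and in Nip their number was higher in both HS libraries than in both Normal libraries, with 276.5 ± 3.54 (SD, n = 2) against 269.0 ± 1.41 (SD, n = 2). The increase of 2.79% was far smaller than that of 19.8% on the chromosomes. In 93-11 their number changed by -4.88%, with overlapping libraries of the 2 conditions, while that on the chromosomes changed by -23.5%. One explanation is that most of these peaks lie far above the calling threshold. The median peak on these sequences lay at percentile 64.9 or higher of its list in all 8 libraries, consistent with that explanation. What these sequences are was not analysed here, and no biological explanation was tested.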

How the results depend on the processing

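The alternatives that used thresholds of −log10 p or of 3, 4 and 6 times the background, and leaving out libraries in the overlap comparison, were added after the lists had been seen. A q-value threshold and the promoter alternatives of the plan were not run.

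Using peaks on every sequence (3 results) or merging peaks within 200 bp (7 results) changed no value by more than the spread between replicates or 1.5 times. Under 50% reciprocal overlap 5 of 6 results held, and Nip Normal-only regions rose to 2289. In every alternative run, peak number in Nip was higher under HS, covered length and median width rose in Nip and fell in 93-11, and overlap was higher within than between conditions.

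Restriction to the 10000 strongest peaks gave 1294 HS-only regions in Nip and, in 93-11, 1508 Normal-only and 1148 HS-only regions. By construction it removes the difference in list length. The log2 ratio of covered length became 0.22 in Nip and -0.35 in 93-11, and the change of median width 88 and -98 bp. With a −log10 p of at least 5, a threshold that depends on depth, the log2 ratio of peak number was 0.33 and that of covered length 0.49 in Nip, median width changed by 47.5 bp in Nip and -44 bp in 93-11, the peak number change of 93-11 against Nip was -0.74, and the ratio of 93-11 to Nip under Normal was -0.13.

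Thresholds of equal fold over the background moved peak number in 93-11 most. At 3, 4 and 6 times the background, the log2 ratio of peak number in 93-11 was -0.034, -0.0048 and -0.19, that of covered length -0.37, -0.35 and -0.48, and the change of median width -72.5, -93.5 and -96 bp. The peak number change of 93-11 against Nip was -0.22, -0.28 and -0.54, and the ratio under Normal -0.28, -0.82 and -1.48. In Nip, the log2 ratio of peak number was 0.18 at 3 times and 0.35 at 6 times, that of covered length 0.41 and 0.51, and median width changed by 68.5, 59 and 61 bp. Normal-only regions in 93-11 numbered 1844 at 4 times and 673 at 6 times, and HS-only regions 434 at 6 times; in Nip the numbers at 6 times were 665 and 2710. The overlap difference at 6 times was 0.171 in Nip and 0.161 in 93-11. Ratios of Normal-only to HS-only regions in 93-11 were 1.73, 1.44 and 1.55 at the 3 thresholds. In simulated lists depth alone raised the number of peaks at 4 times the background by 18.5% in the shallower list of the 93-11 comparison, so equal numbers there do not exclude a fall. For the other changes the cause was not tested.

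Leaving out 1 library at a time kept 44 of 60 values. Region numbers rose because 1 library then decides presence or absence on its side. Nip Normal-only regions ranged from 1682 to 4789 and HS-only regions from 6873 to 9247. In 93-11, Normal-only regions ranged from 7723 to 14316 and HS-only regions from 2714 to 8493. The classes are then unequal by construction, so their order was not read as a direction. In 93-11 there were 7723 Normal-only and 8493 HS-only regions without HS replicate 2, and 7853 and 6783 without HS replicate 1. The covered length ratio in 93-11 ranged from -0.64 to -0.53 and the peak number change of 93-11 against Nip from -0.72 to -0.58.

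Pairing same-numbered libraries as a replicate block gave log2 ratios of peak number of 0.26 in Nip and -0.39 in 93-11, a peak number change of 93-11 against Nip of -0.65, and overlap differences of 0.110 and 0.0956. The block moved none of the 5 results by more than the spread between replicates. Same-numbered Normal and HS libraries overlapped as much as others (mean Jaccard index 0.486 and 0.486 in Nip, 0.280 and 0.279 in 93-11), so these 2 pairs per cultivar gave no sign that the numbers pair the libraries.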

Other observations

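The test of position along the chromosomes was chosen after the positions of condition-only regions had been seen, and the strongest peaks were located after their values had been seen.

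In Nip, 38.8% of the Normal-only regions (Wilson 95% interval 35.9% to 41.8%) lay in the middle 40% of their chromosome, against 28.5% (27.3% to 29.8%) of the HS-only regions and 31.0% (30.3% to 31.6%) of the regions shared by all 4 libraries. These intervals cover counting error only, since regions are not replicates. One hypothesis is that many Normal-only regions are peaks called by chance near the threshold. Regions specific to a side of the other 2 splits, which no condition explains, then give the expected position, and 40.6% (38.6% to 42.6%) of them lay in the middle. The Normal-only regions were also few (1034, against up to 646 in the other splits). A large part of the Nip Normal-only class may therefore be chance calls, whereas the HS-only class lay apart from the other splits in position and in number. In 93-11, 34.5% of the Normal-only and 36.8% of the HS-only regions lay in the middle, between the shared regions (28.9%) and the other splits (42.8%). Sequence composition and mappability near the centromeres were not analysed here.

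The strongest peaks lay mostly outside the 12 chromosomes. Of the 100 strongest peaks of each list, 54 to 58 in Nip and 76 to 86 in 93-11 lay on other sequences, which held 0.75% to 1.82% of all peaks. In 93-11 the number was 77 and 76 in the Normal libraries and 85 and 86 in the HS libraries, whereas in Nip it was 57 and 58 under Normal and 54 and 55 under HS. These directions are opposite to those of the background rate.

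The strongest peak on a chromosome was at the same place in all 4 lists of a cultivar. In 93-11 it lay on chromosome 11, from 5349731 to 5350384 in the list of Normal replicate 1. Its −log10 p was 8033 and 8535 in the Normal libraries and 10072 and 10212 in the HS libraries, and these values are not comparable between lists of different depth. In Nip it lay on chromosome 10, from 20744185 to 20744646 in the list of Normal replicate 1, with a −log10 p of 655 to 710. No explanation was tested for these peaks, and copies of the same sequence elsewhere in the genome were not analysed here.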
